A study of Rattus norvegicus with 4 samples.

How the data were processed

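Nuclei of the ventral tegmental area of adult rats were measured in 4 libraries, 2 per sex, each of 3 pooled animals. Per the labels' protocols, frozen tissue was lysed, and nuclei were stained and sorted before 10x Genomics 3' (v3) library preparation. The deposited matrices hold raw UMI counts per gene and barcode, not scaled, per the file headers. The headers name a software version of 3.0.2 and no aligner, and the aligner, genome build and annotation are not given in the sources used here. Every deposited barcode held over 500 UMIs, so the authors' files had already been restricted to selected barcodes. Nothing in the sources used here says that free RNA was removed from the counts.

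Nuclei with under 200 genes or over 5% mitochondrial UMIs (13 genes) were removed (6 barcodes). Doublets were scored in each library with Scrublet as implemented in scanpy 1.11.5, and the highest scores were removed at 0.8% per 1000 barcodes, 980 barcodes or 4.54%. The caller's own threshold marked 511. Counts were scaled to 10000 per nucleus and log transformed. The 2000 most variable genes were scaled over all nuclei and clipped at 10, and 30 principal components and 20 neighbours gave a shared-neighbour graph. It was clustered by the Leiden method (leidenalg 0.10.2) at resolution 1, first for all nuclei and again for neurons. Markers, panel genes, opioid genes and sex genes were kept out of the clustering genes. Clusters took the name of the best-scoring class with 3 detected markers (20 CPM) among 95 markers fixed beforehand. A cluster stayed unnamed where another class had more markers among its 10 leading genes, or where it was shallow with none of its own there.

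One version of the clustering and 2 versions of the naming rules were used. After the first version had been seen, 2 rules were added. A lowest score of 0.1 left a cluster of 67 nuclei unnamed that had been called microglia-like, 0.599% of nuclei on average in females and 0% in males. A neuron cluster with 2 or more leading glial markers was set apart as mixed (37 nuclei, 0.245% in females and 0.110% in males). Unnamed neurons were 8.65% of kept nuclei in females and 10.1% in males. Several of them were left unnamed because C1ql1, a listed precursor marker, led them. Cluster 0 of the neurons (784 nuclei) was left unnamed because serotonin markers led it. A lenient naming rule was added as an alternative after the data had been seen.

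UMI counts were summed per library and class and tested with edgeR 4.0.16 (quasi-likelihood test, TMM scaling, its filter on low counts) in R 4.3.3, with Benjamini-Hochberg adjusted p under 0.05. SE was derived as the size of the log2 fold change over the square root of F. Sex was tested without covariates, and classes within libraries with library as a block. The test over all genes between dopamine-like and other neurons used 2 random gene sets in turn and also required an absolute log2 fold change over 1. DESeq2 1.42.0 was an alternative. Shares were compared with exact permutation tests over libraries (scipy 1.17.1). CPM values are UMI counts relative to the total of the summed class or library. A floor of 3 counts was used for values of 0. The dopamine-like class held 108 to 190 nuclei per library. The fewest genes passed the filter in the sex test of microglia-like sums, 5947 against 10258 to 12212 in the other 6 classes.

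The tests were run on simulated counts with 200 genes changed by log2 fold changes of 1 or 2 in either direction. Changed genes were drawn only from those past the filter with at least 200 UMIs over the sums compared. The sex tests recovered 84.5% to 93.0% of them, and the dopamine-like against other neurons test 92.0%. The test of dopamine-like against GABA-like nuclei among 3 neuron classes recovered 93.0%. False calls were 7.92% of calls in the oligodendrocyte-like simulation, 6.06% in the astrocyte-like one and 5.61% for all nuclei, above the nominal 5%. In the simulation of 3 neuron classes they were 5.10%, also above it. The simulated dispersion was 0.02 for each gene, so the recovery holds for that spread and for genes with at least 200 UMIs. Called genes with fewer, such as Gal with 162 UMIs in GABA-like sums, lie outside it.

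Genes named in the text were chosen by a rule fixed before the data were examined. It named the sex marker genes, up to 5 further called genes with the lowest p in each sex test, the panel and opioid lists, and the cell type markers. For the test over all genes it named the 10 largest increases and 5 largest decreases with a mean of at least 20 CPM and the same direction in all 4 libraries. Exceptions are stated where they occur. The groups, designs, tests and most alternatives were fixed at the same time. The alternatives were DESeq2 and its size factors, no filter on low counts, each library left out, the block, doublets kept, a stricter filter on nuclei (500 genes, 1% mitochondrial), resolutions of 0.5 and 2, scaling within libraries, 4000 variable genes, listed genes allowed in clustering, another gene split, no fold minimum, other depths of thinning (1000 and 5000 UMIs, or none) and percent of neurons. Nuclei were not clustered again when a library was left out. Lists of arcuate and mammillary genes were written before their test, but after the clusters they were applied to had been seen. The level of 1 listed gene is not reported here.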

Results

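Single nuclei from the ventral tegmental area, a midbrain region that holds dopamine neurons together with other neurons and glia, were profiled in adult Sprague-Dawley rats by droplet RNA sequencing. The data were 4 libraries, 2 female and 2 male, and each pooled tissue from 3 animals, so the library was the replicate. The deposited tables held UMI counts for 32883 genes in 21606 barcodes. Total UMIs were 21513908 in female 1, 21853615 in female 2, 19714338 in male 1 and 25824289 in male 2. After removal of 980 doublet calls and 6 further barcodes, 20620 nuclei were kept. Median UMIs per kept nucleus were 2381 in female 1, 3202 in female 2, 3861 in male 1 and 2767.5 in male 2. Clusters were given names with the ending "-like" from markers fixed before the data were examined. Of the kept nuclei, 46.1% were oligodendrocyte-like, 11.8% astrocyte-like, 8.62% oligodendrocyte precursor-like and 4.95% microglia-like. Neurons made up 27.1% (5589 nuclei), of which 601 were dopamine-like, 1561 GABA-like, 1492 glutamate-like and 1935 stayed unnamed.

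The sex labels were checked first. Kdm5d (ENSRNOG00000060496) was at 115 and 108 CPM in male 1 and male 2 and at 1.39 and 1.70 CPM in female 1 and female 2. Eif2s3y (ENSRNOG00000060048) had 1722 and 2156 UMIs in the male libraries and 0 in each female library. Against the level that 3 UMIs would give in a female library, it was at least 608-fold higher in the male libraries. Ddx3y (ENSRNOG00000002501) had 3 UMIs in male 1 and 0 in the other libraries, whereas the feature named Ddx3 (ENSRNOG00000057231) had 2173 and 2583 UMIs in the male libraries and 12 and 3 in the female ones. Xist and Uty were not found by name among the features used here. How reads shared between near-identical gene copies were counted is not given in the sources used here, so the low female counts of Kdm5d and Ddx3 are uncertain.

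The labels name sex as the factor of the study. With all kept nuclei of a library summed, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 5 of 16037 genes, all higher in males, and 672 genes had an unadjusted p under 0.05. Coded as female minus male, the log2 fold change was -6.13 ± 0.17 (SE, 2 libraries per sex) for Kdm5d, with an adjusted p of 0.000135. For AC241873.1 (ENSRNOG00000060617) it was -5.45 ± 0.16, with 6.06 and 7.40 CPM in females and 320 and 285 CPM in males. For AC239701.4 (ENSRNOG00000062152) it was -6.61 ± 0.23, and for Ddx3 it was -8.19 ± 0.33, with an adjusted p of 0.000427. The fifth gene was Eif2s3y. The count was 18 with DESeq2, 6 higher in females and 12 in males. It was 8 without female 1 (2 and 6), 55 without female 2 (49 and 6), 7 without male 1 (1 and 6) and 10 without male 2 (3 and 7). The same 5 genes were among the calls each time. Coordinates are not given because the genome build is not given in the sources used here.

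Sums within each of 7 named classes gave 52 gene and class pairs past an adjusted p of 0.05 by the same edgeR test. There were 11 in astrocyte-like, 9 in oligodendrocyte precursor-like, 8 in dopamine-like, 7 in GABA-like, 6 in glutamate-like, 6 in oligodendrocyte-like and 5 in microglia-like sums. The pairs covered 15 genes, and 6 of these took 41 of the pairs. Those 6 were the 5 genes of the all-nuclei test and AABR07039356.2 (ENSRNOG00000051257), which was higher in females. AABR07039356.2 had 1652 UMIs in female 1, 4055 in female 2 and 0 in each male library. It was at least 516-fold higher in the female libraries against the level of 3 UMIs in a male library. In the all-nuclei test its adjusted p was 0.0655. The number of pairs was not stable. It was 1963 without female 1, 194 without female 2, 295 without male 2 and 93 with DESeq2, and of the 52 pairs 51, 50, 51 and 46 were among those calls. Without male 1 it was 72, and 45 of the 52 pairs were among them. The 5 microglia-like pairs were lost there, at edgeR adjusted p of 0.0804 to 0.609.

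The other 11 pairs came from 9 genes. LOC680227 (ENSRNOG00000037911) was higher in females in 3 classes, with 17.1 and 81.7 CPM in the female and 1.01 and 1.14 CPM in the male all-nuclei sums. In dopamine-like sums its adjusted p rose to 0.134 without female 2. In astrocyte-like sums AABR07060487.1 (ENSRNOG00000006617) was lower in females, with a log2 fold change of -1.62 ± 0.17 (SE, 2 libraries per sex) and an edgeR adjusted p of 0.000479. Slit2, Cryz and Klkb1 were also lower in female astrocyte-like sums and are named after their values were seen. Slit2 had a log2 fold change of -1.56 ± 0.21 and Cryz -1.44 ± 0.24, while Klkb1 had 0 UMIs in each female library and 11 and 65 in the male ones. In dopamine-like sums Sst (ENSRNOG00000001837) was higher in females, at 42.5 and 47.0 CPM against 4.54 and 17.2 CPM in males, with an edgeR adjusted p of 0.0274. Sst too is named after its values were seen, and its value was not followed under the alternatives. In the edgeR test of the interaction of sex with class, given below, its adjusted p was 0.545. In GABA-like sums Gal (ENSRNOG00000015156) had 1 and 0 UMIs in females and 132 and 29 in males, with an edgeR adjusted p of 0.0293. In male 1 all of these Gal UMIs, 100.0%, lay in 1 cluster of 213 GABA-like nuclei, of which 180 were from male 1, and in male 2 24.1% did. The Gal adjusted p was 0.141 without female 1, 0.632 without female 2 and 0.0615 without male 1. In precursor-like sums Atp10b (ENSRNOG00000003781) and Mbp (ENSRNOG00000016516) were lower in females, with log2 fold changes of -1.31 ± 0.19 and -0.78 ± 0.12 and edgeR adjusted p of 0.01999 and 0.0331. The adjusted p of Atp10b was 0.518 at a clustering resolution of 0.5 and 0.598 at a resolution of 2. The second precursor-like cluster, number 16, held 13.3% and 11.7% of these nuclei in females and 20.1% and 18.0% in males.

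**Figure D1:**
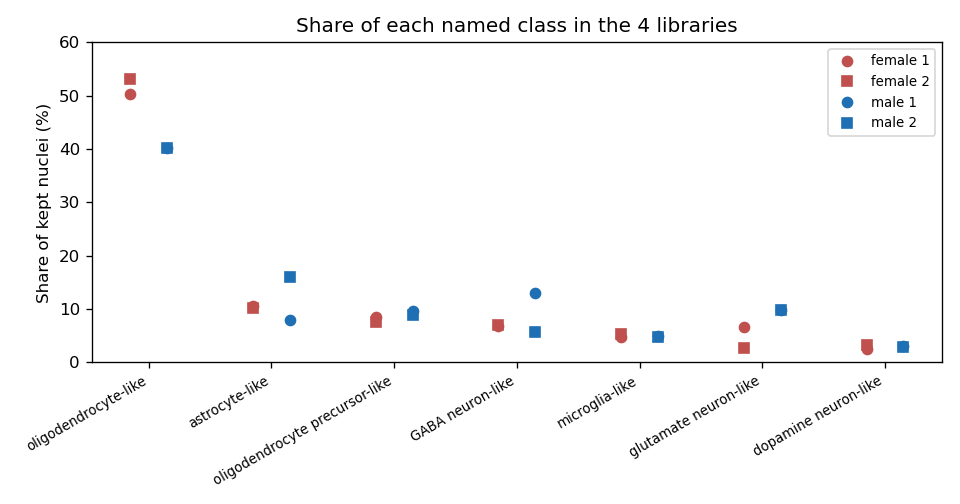
Share of kept nuclei in percent (vertical axis) for each named class (horizontal axis), with 1 point per library, circles for replicate 1 and squares for replicate 2. Oligodendrocyte-like nuclei were at 50.3% and 53.2% in the female and 40.2% in each male library.

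The makeup of the libraries was compared next. With 2 libraries against 2 the exact two-sided permutation test cannot give a p below 0.333, so no share could pass 0.05. Oligodendrocyte-like nuclei were 51.8% ± 2.06 (SD, n = 2) of kept nuclei in females and 40.2% ± 0.0107 in males, with an exact permutation p of 0.333. The difference was not even over their clusters. Cluster 2 held 8.10% and 17.5% of kept nuclei in females and 4.43% and 6.31% in males. Cluster 6 held 13.2% and 5.35% in females and 0.880% and 7.34% in males, and cluster 9 held 5.06% and 1.17% against 7.92% and 4.86%. Glutamate-like nuclei were 4.66% ± 2.72 in females and 9.82% ± 0.0487 in males, with an exact permutation p of 0.333 (n = 2 each). Precursor-like nuclei were 8.05% ± 0.619 and 9.32% ± 0.593, also at 0.333 in the exact test (n = 2 each). Dopamine-like nuclei were 2.90% ± 0.430 in females and 2.98% ± 0.121 in males, with an exact permutation p of 1 (n = 2 each). GABA-like, astrocyte-like and microglia-like shares also had an exact p of 1. Wilson 95% intervals of single libraries were at most 1.62 points to either side and cover counting error only. An edgeR test of nuclei counts called no class, and its lowest adjusted p among the compared classes was 0.377. As a percent of neurons, dopamine-like nuclei were 12.6% ± 2.17 in females and 9.30% ± 1.04 in males, the opposite direction from their share of all nuclei. Glutamate-like nuclei were 28.0% and 12.0% of neurons in females and 27.5% and 33.9% in males, so the sexes overlapped, with an exact permutation p of 0.667 (n = 2 each). Neurons were 23.5% and 22.7% of kept nuclei in females and 35.8% and 28.8% in males. Glutamate-like clusters 2 and 10 held 9 and 6 nuclei in female 2 and 127 and 93 in female 1, so the glutamate-like class was made of different clusters in different libraries.

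The next question was which genes separate dopamine-like nuclei from other neurons. A panel of 26 genes had been fixed beforehand and kept out of the clustering, and 22 of them passed the filter on low counts. Foxa1, Otx2 and Ntsr1 did not, and Gfra1 was not found by name. With library as a block, edgeR's quasi-likelihood test called all 22 genes, 19 higher and 3 lower, both adjusted over the list alone and over the 12848 genes tested. The count was 22 under each alternative tried. Among the higher genes, Chrnb3 (ENSRNOG00000012448) had a log2 fold change of 5.83 ± 0.15 (SE, 4 libraries), with 110 to 148 CPM in dopamine-like nuclei and 1.67 to 3.23 CPM in other neurons. Slc10a4 was at 5.11 ± 0.32, Chrna6 at 5.07 ± 0.16, Gch1 at 4.93 ± 0.13 and Aldh1a1 at 4.91 ± 0.18. Drd2 was at 3.57 ± 0.10 and Ret at 2.86 ± 0.11. The smallest increase was that of Chrna4, at 0.82 ± 0.14, with an edgeR adjusted p of 0.000193. Sox6 was lower at -1.18 ± 0.18, Oprd1 at -1.96 ± 0.22 and Oprm1 at -3.21 ± 0.15. Each of the 4 libraries showed the direction given for Chrnb3, Sox6, Oprd1 and Oprm1.

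**Figure D2:**
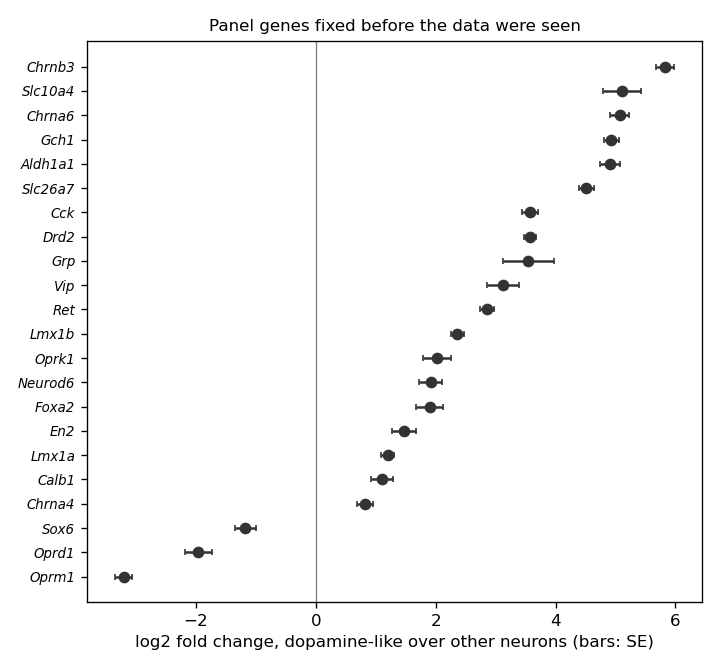
Log2 fold change of dopamine-like nuclei over other neurons (horizontal axis) for the 22 panel genes tested (vertical axis), with bars of 1 SE from edgeR over 4 libraries. Chrnb3 was highest at 5.83 and Oprm1 lowest at -3.21.

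For the other genes, nuclei were clustered on a random set of genes and the remaining genes were tested, then the reverse, so that no gene was tested on clusters it had helped to define. Cell type markers and the sex genes were left out of this test. Of 12799 genes, 978 had an edgeR adjusted p under 0.05 and an absolute log2 fold change over 1, 435 higher and 543 lower in dopamine-like nuclei. Without the minimum on the fold change the count was 3041, with 1561 higher and 1480 lower. Which direction held more genes therefore depended on that minimum. Tmem207 (ENSRNOG00000048672) had the largest increase by the naming rule, at 7.55 ± 0.17 (SE, 4 libraries), with a mean of 111 CPM against 0.578 CPM. Wnt2, Fignl1 and Ntf3 were at 5.19 ± 0.13, 5.11 ± 0.24 and 4.61 ± 0.23. The remaining 6 of the 10 named increases were panel genes, and among them Slc26a7, at 4.52 ± 0.13, was reversed to -0.73 at a clustering resolution of 0.5. Slc26a7 was at 353 CPM in dopamine-like cluster 8 and 12.8 CPM in cluster 5, against 5.61 to 6.05 CPM in other neurons. Of the named decreases, Meis2 was at -8.56 ± 0.22, Epyc at -6.56 ± 0.48, Penk at -5.60 ± 0.22 and Pax3 at -5.49 ± 0.37. Pax7 was at 0 CPM in dopamine-like nuclei of all 4 libraries and at 15.1 to 46.0 CPM in other neurons.

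Opioid receptor and peptide transcripts were compared between the 3 named neuron classes. Pdyn and Pomc did not pass the filter on low counts. Of 18 gene and contrast pairs from 6 genes, edgeR called 16 adjusted over the list alone and 14 adjusted over all genes tested. Without the filter on low counts, 22 of 24 pairs from 8 genes were called, and without female 2 20 of 21 pairs from 7 genes. Oprm1 (ENSRNOG00000018191) was at 5.30 to 15.9 CPM in dopamine-like, 87.5 to 138 CPM in GABA-like and 35.9 to 59.7 CPM in glutamate-like nuclei. Its log2 fold change was -3.29 ± 0.20 (SE, 4 libraries) for dopamine-like minus GABA-like and -2.20 ± 0.22 for dopamine-like minus glutamate-like nuclei. Oprk1 (ENSRNOG00000007647) went the other way, at 1.86 ± 0.30 and 2.78 ± 0.34, with 14.4 to 29.1 CPM in dopamine-like nuclei. Oprd1, Oprl1, Penk and Pnoc were lower in dopamine-like nuclei in both contrasts. Between GABA-like and glutamate-like nuclei, Oprm1 and Pnoc were higher in GABA-like nuclei, at 1.08 ± 0.13 and 1.31 ± 0.22. Oprk1 and Oprd1 were past the threshold over the list alone but not over all genes, with adjusted p over all genes of 0.111 and 0.155. Oprd1 was at 0.339 over the list without female 1 and 0.109 without male 2, and Oprk1 at 0.120 without female 1 and 0.190 without male 1. Other settings removed these calls too. The list-adjusted p of Oprk1 was 0.944 with the stricter filter on nuclei, 0.622 with doublets kept and 0.597 with 4000 variable genes, and that of Oprd1 was 0.497 with 4000 variable genes and 0.163 with DESeq2. Over all alternatives, Oprd1 was lost in 10 and Oprk1 in 8 and reversed in 1. Penk was at 29.9 CPM in glutamate-like nuclei of female 2 and at 188 to 268 CPM in the other libraries. Its GABA-like minus glutamate-like log2 fold change of -0.44 ± 0.24 was not called, and it was -0.81 with a list-adjusted p of 1.72e-07 without female 2. It was also called without the filter on low counts (-0.46, list-adjusted p 2.74e-06) and under lenient naming (-0.35, 0.0441). It was reversed with doublets kept, the stricter filter on nuclei, resolution 0.5, 4000 variable genes and listed genes in the clustering.

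**Figure D3:**
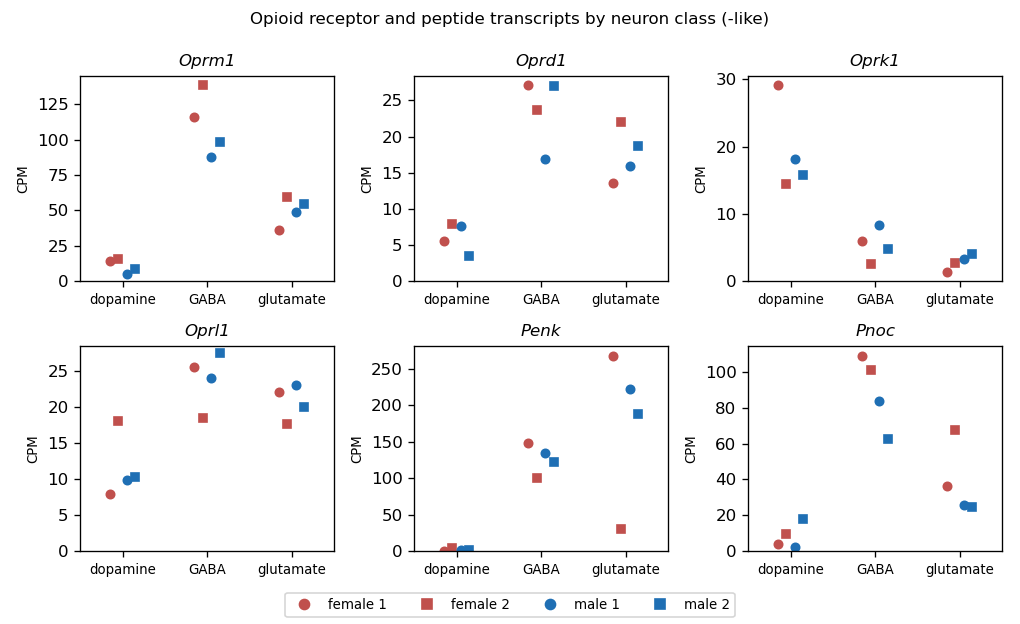
CPM (vertical axes, each with its own scale from 0) of 6 opioid receptor and peptide genes in dopamine-like, GABA-like and glutamate-like nuclei, with 1 point per library. Oprk1 was at 14.4 to 29.1 CPM in dopamine-like nuclei, and Oprm1 at 5.30 to 15.9 CPM.

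Transmitter genes were then counted in dopamine-like nuclei after each nucleus had been thinned to 2000 UMIs, beside oligodendrocyte-like nuclei as background. Slc17a6 was also a naming marker of the glutamate-like class, and Slc32a1, Gad1 and Gad2 were markers of the GABA-like class. The shares therefore depend in part on which clusters were named dopamine-like. Median depth was 7842 UMIs in dopamine-like and 2253 in oligodendrocyte-like nuclei, and 5 and 3891 shallower nuclei were left out. The 5 dopamine-like nuclei left out were from male 2, and the others were 1659 from female 1, 782 from female 2, 206 from male 1 and 1244 from male 2. Slc17a6 was detected in 13.2% ± 2.05 (SD, n = 4) of dopamine-like and 0.999% ± 0.107 of oligodendrocyte-like nuclei. Slc32a1 was detected in 14.6% ± 1.57 against 0.705% ± 0.178, and Gad2 in 26.2% ± 3.31 against 1.58% ± 0.501. Slc17a6 together with Slc32a1 was detected in 3.62% ± 1.46 against 0.0132% ± 0.0107. Each of these shares was higher in dopamine-like nuclei in 4 of 4 libraries, with a two-sided exact sign-flip p of 0.125, the smallest that 4 libraries allow. Gad1 was at background in the class as a whole, at 0.785% ± 0.443 against 0.839% ± 0.295, with an exact p of 0.875 (n = 4). Without thinning, the dopamine-like shares were 34.2% for Slc17a6, 28.3% for Slc32a1, 36.6% for Gad2, 3.27% for Gad1 and 17.3% for Slc17a6 with Slc32a1. The oligodendrocyte-like shares were 1.32%, 0.874%, 1.92%, 1.27% and 0.0279% in the same order. Gad1 was thus above background without thinning, where depth differed, with an exact sign-flip p of 0.25 (n = 4).

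The dopamine-like class was made of 2 clusters. Cluster 5 (386 nuclei) had a Th UMI in 70.5% ± 4.34 (SD, n = 4) and a Slc6a3 UMI in 68.1% ± 3.26 of thinned nuclei. Cluster 8 (215 nuclei) had them in 23.5% ± 8.86 and 15.8% ± 5.83. Unnamed cluster 7 (241 nuclei), counted among the other neurons, had more Th than cluster 8, 274 against 138 CPM, and less Slc6a3, 25.6 against 98.9 CPM. Its best naming score was that of the glutamate-like class, and its Slc17a6 was at 275 CPM against 173 CPM in cluster 8. Slc32a1 was detected in 39.9% ± 4.21 of cluster 8 and 0.878% ± 0.606 of cluster 5, and Gad2 in 69.8% ± 9.02 and 2.41% ± 1.58. Gad1 was detected in 1.25%, 1.10%, 1.92% and 0.655% of cluster 8 in female 1, female 2, male 1 and male 2. Oligodendrocyte-like nuclei had it in 0.842%, 0.665%, 1.25% and 0.595%, lower in each library. Thinned shares are expected values over random draws. Cluster 8 held 52, 58, 34 and 71 nuclei in these libraries, with Gad1 at 4.37 CPM. Its Gad1 shares thus rest on few UMIs, and the difference carries little weight. In cluster 5 Gad1 was detected in 0.555% ± 0.546. Slc17a6 with Slc32a1 was detected in 9.99% ± 3.63 of cluster 8 and 0.172% ± 0.332 of cluster 5.

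**Figure D4:**
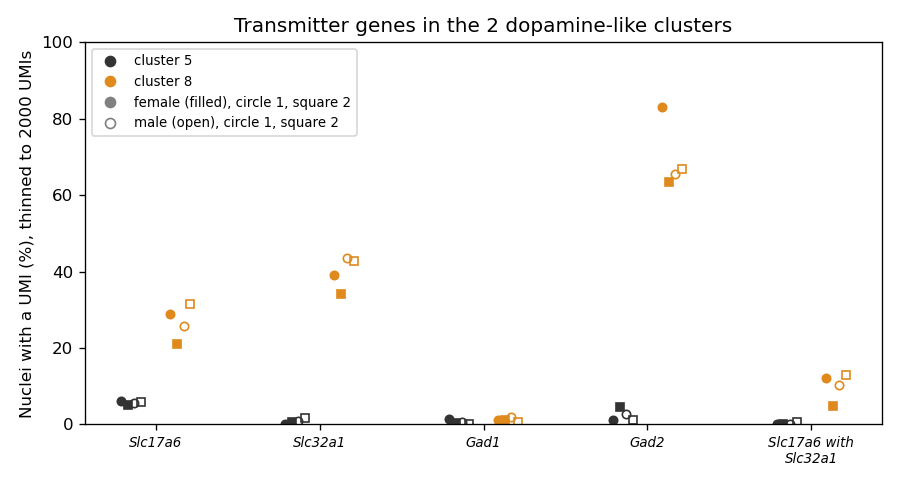
Percent of nuclei with a UMI after thinning to 2000 UMIs (vertical axis) for each gene (horizontal axis) in dopamine-like clusters 5 and 8, with 1 point per library. Gad2 was at 63.5% to 83.2% in cluster 8 and at 1.14% to 4.45% in cluster 5.

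Whether sex differences differ between dopamine-like nuclei and other neurons was tested as an interaction. edgeR called 0 of 13572 genes, 670 had an unadjusted p under 0.05, and DESeq2 also called 0. The count was 91 without female 1, 45 without female 2, 17 without male 2 and 0 without male 1. In simulated data of this design, with the same limits on dispersion and UMIs, the interaction test recovered 52.5% of 200 changed genes.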

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

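The tests of cluster mix, counting error and depth in this part were chosen only after the results had been seen, and the test of a few genes was set beforehand.

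In dopamine-like nuclei relative to other neurons, Oprk1 of female 1 lay far from the other 3 libraries, with a gap of 0.952 of the whole range. Grp of female 1 lay apart likewise, with a gap of 0.840. These were 2 of 27 sets of 4 values checked, and chance gives about 1 in 20. Oprk1 was at 29.1 CPM (37 UMIs) in female 1 and at 14.4 to 18.2 CPM in the others. Grp was at 11.8 CPM (15 UMIs) in female 1 and at 15.2 to 24.2 CPM in the others, while it was higher in the other neurons of female 1, at 4.02 CPM against 0.403 to 1.08 CPM. A different mix of clusters 5 and 8 is argued against, since 35.9% of the dopamine-like nuclei of female 1 were in cluster 8, within the 31.5% to 37.4% of the other libraries. Counting error was tested by exact binomial tests of the UMIs of female 1. Dopamine-like UMIs alone gave 0.00514 for Oprk1 and 0.138 for Grp, and by the rule first written counting error would have been excluded for Oprk1 and kept for Grp. That rule was set aside and later replaced after the values were seen, because the gap depends on both sums and the genes were picked from 27 sets. Both sums were then tested, and the lower p was multiplied by 54 tests. For Grp this gave 1.01e-07, from 36 UMIs in the other neurons of female 1 where the level of the other libraries gives 7.32, which argues against counting error. For Oprk1 it gave 0.278, so counting error stays open. A different mix of the other neurons and other differences between pooled animals were not tested, and no biological explanation was tested.

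A cluster of 67 unnamed nuclei came from female 1 alone, 1.20% of its kept nuclei (Wilson 95% interval 0.944% to 1.52%), while the other libraries held 0 such nuclei, against the shares of 0.0457% to 0.0852% that 3 nuclei would give there. Its median depth was 848 UMIs against 2381 in the whole library, and mitochondrial genes took 0.789% of its UMIs against 0.148% in the rest. A few genes taking most of the UMIs is argued against, since the 10 highest genes of the cluster took 9.79% of its UMIs. The 10 highest genes of the other nuclei of female 1, ranked separately, took 9.17%, a ratio of 1.07. Lower depth was tested in 3 ways. The first asked whether the median was below 1 in 3 of that of the library, and it was 0.356 of it, close to that limit. The others were chosen after that value was known. The second looked for nuclei as shallow from the other 3 libraries in the cluster, and it was set aside because the pattern itself fixes that answer. In the last, of 343 nuclei of female 1 at or below 848 UMIs, 10.2% were in the cluster (35 nuclei). Because 848 UMIs is the median of the cluster itself, those 35 were fixed, and only the number of other shallow nuclei was free. Most nuclei of female 1 as shallow lay in other clusters, which argues against depth as the whole cause. Whether depth contributed is not decided by it. Damaged nuclei or a step in the preparation of this library stay open as untested explanations. No biological explanation was tested.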

How the results depend on the processing

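Of 251 alternative values of counts and shares, 219 kept their direction and stayed within 1.5 times a count. Of 1625 values of named genes, 1579 kept direction and side of the threshold, 33 lost significance, 3 gained it and 10 were reversed. Outside these 1625, 2 values had no adjusted p from DESeq2. The lenient naming rule was chosen after seeing the data. The cause was not tested for any change below unless one is given.

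The counts of sex differences changed most. With all nuclei, DESeq2 called 18 genes against 5, and leaving out a library gave 7 to 55. Of the 18, 6 were higher in females, and of the 55 without female 2, 49 were. Within classes, 52 pairs became 93 with DESeq2, 759 without the filter on low counts and 72 to 1963 with a library left out. The interaction count of 0 became 1 with DESeq2's size factors, 38 without the filter and 0 to 91 with a library left out. A sex left with 1 library was assumed to vary like the other. In the fits of oligodendrocyte-like sums, edgeR's prior degrees of freedom were 6.25 in the main design and infinite without female 1 and without the filter. In those of GABA-like sums they were 7.96 in the main design, 8.11 without female 1 and infinite without the filter. Without female 1 they rose in each class, but by unlike amounts. The rise was from 11.6 to infinite in astrocyte-like and from 10.4 to 259 in precursor-like sums. It was from 5.45 to 22.8 in glutamate-like and from 17.3 to 29.1 in dopamine-like sums, and small in GABA-like sums. Whether such rises account for the counts was not tested. These counts are therefore no estimate of how many genes differ by sex.

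Same-numbered female and male libraries deviated together with a correlation of 0.292 across genes, over 2 pairs only, and the labels give no shared batch, so they share only a number. With the replicate number as a block, the sex test called 8 genes with all nuclei and 1093 pairs within classes. Without the library block, the panel count was 22, the count over all genes 921 and the opioid count 15.

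The dopamine panel count was 22 with each library left out. Over all genes, 978 became 3041 without the fold minimum, by construction, and 938 to 1038 with a library left out. Slc26a7 was reversed to -0.73 at resolution 0.5, where the clustering it was tested on named 376 nuclei dopamine-like against 601 in the main one. The opioid count was 20 of 21 pairs without female 2, where Pdyn passed the filter, and 14 to 15 of 18 with another library left out. It was 22 of 24 without the filter. Between GABA-like and glutamate-like nuclei, Oprk1 was reversed to -0.053 under lenient naming. Oprl1 was reversed to -0.0019 at resolution 0.5, -0.100 at resolution 2 and -0.092 with listed genes in the clustering. Penk was reversed to 0.31 with doublets kept, 0.30 with the stricter filter, 0.59 at resolution 0.5, 0.35 with 4000 variable genes and 0.046 with listed genes in the clustering. Over these settings GABA-like nuclei numbered 872 to 1908 and glutamate-like nuclei 1492 to 3083, against 601 to 620 dopamine-like.

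Differences in share, female minus male in points, were reversed as a percent of neurons for GABA-like (1.77) and dopamine-like nuclei (3.26). With a library left out they were -6.10 to 1.16 for GABA-like, -5.71 to 2.37 for astrocyte-like, -0.388 to 0.220 for dopamine-like and -0.192 to 0.456 for microglia-like nuclei. They kept their direction for glutamate-like (-7.08 to -3.24), oligodendrocyte-like (10.1 to 13.0) and precursor-like nuclei (-1.70 to -0.827). Gad1 detection passed from below to above background without thinning (3.27%), with doublets kept (0.774%), at resolution 2 (0.759%), with scaling within libraries (0.768%) and with listed genes in clustering (0.768%). It was 0.618% to 0.967% with a library left out. It was also above background without male 1 (0.731% against 0.701%) and without male 2 (0.967% against 0.920%). At 5000 UMIs it was 1.72% against 2.53%, with 648 of 9502 background nuclei deep enough.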

Other observations

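The tests of Gal by library, of Atp10b, of depth in female 2, of male nuclei, and of doublets and free RNA in this part were chosen only after the result was seen, and those of Mbp, the region lists and the regrouped sums were set beforehand.

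Regrouping the sums tested whether chance gives as many calls. Of the 8 ways to swap the dopamine-like and other sums within libraries, 1 gave as many panel genes and 1 as many genes over the genome, the real one, so a share under 0.05 was out of reach and chance cannot be excluded this way. Of 100 arrangements of the class names within libraries, 1 gave as many opioid pairs, the real one. This argues against class names without meaning at that level. The shuffles mix sums of classes that were named from different markers, so they bear on no single opioid call. Another arrangement came close to the real 16 with 15 pairs, and others gave 12.

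Gal in GABA-like nuclei was tested against a cluster led by Isl1, Agrp and Pomc, with 9, 0, 180 and 24 nuclei in female 1, female 2, male 1 and male 2. The test first written, of the fold change without that cluster, could not be evaluated because Gal then fell under the filter on low counts. In its place, the share of Gal UMIs in the cluster was 100.0% in male 1 and 24.1% in male 2. The cluster may account for male 1, and it leaves 22 of the 29 UMIs of male 2 unaccounted for. Outside the cluster there were 1 and 0 Gal UMIs in females, 0 in male 1 and 22 in male 2. Male 1 was thus like the females there, and the excess did not follow sex but lay in male 2 alone.

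A candidate explanation for that cluster is tissue of the arcuate hypothalamus beside the dissected region. A list of 8 arcuate genes, 7 found by name, summed to 4.27 times the level in other neurons, 53.5 against 12.5 CPM, with Ghrh at 16.9 CPM and Npy at 10.8 CPM. The genes did not rise alike. Nkx2-1 was at 12.2 against 9.75 CPM, and 2 were not raised, Nr0b1 at 1.35 against 1.44 CPM and Lepr at 0 CPM in both. Of the list, 1 gene was at 5 CPM or more in other neurons. Glutamate-like clusters 2 and 10, nearly absent from female 2, might likewise hold tissue of the mammillary region. Its 7 listed genes summed to 5.27 times the level in other neurons, with Sim1 at 122 CPM and Foxb1 at 32.9 CPM, while Barhl1 was at 0 CPM. Of that list, 3 genes were at 5 CPM or more in other neurons. Lower depth of female 2 is argued against, since female 1 had a lower median, 2381 UMIs. The hypotheses came from the same clusters. For the arcuate case, a difference between the sexes or between dissections was not separated. Cluster 2 held 2.27% of kept nuclei in female 1, 0.182% in female 2 and 2.21% and 3.46% in males. Cluster 10 held 1.66% in female 1, 0.122% in female 2 and 1.59% and 0.807% in males. These values argue against a sex difference as the cause of the low shares in female 2. A difference between dissections was not separated there.

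AABR07039356.2, seen in female libraries only, was at 2.40 times the CPM in female 2 that it had in female 1. Male nuclei within female 1 are argued against, since the missing share would bring 1069 UMIs of Eif2s3y and 0 were found. The limit for that judgement was set with the values known. A difference between the pooled animals stays open and was not tested.

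Mbp and Atp10b, higher in male precursor-like sums, could reflect the larger share of cluster 16 in males. In cluster 7 alone the log2 fold change was -0.39 ± 0.28 (SE) for Mbp, against -0.78 in the whole class, and -1.23 ± 0.43 for Atp10b, against -1.31. The rule written beforehand for Mbp, under 0.5 of the whole-class value, was met by a narrow margin, and by the same rule Atp10b was not explained. Both values lay within 2 SE of that limit. This margin was added after the values were seen, and at 1 SE Atp10b would count as not explained. The explanation therefore cannot be told apart from a sex difference for either gene, because the SE is too wide.

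Cluster 8 of the dopamine-like nuclei carried Slc17a6 and Slc32a1 together. Doublets with GABA-like nuclei are argued against, since it had 0.00559 Gad1 UMIs per Gad2 UMI, while GABA-like clusters had 0.612 to 4.15. Free RNA was first tested by the level in cluster 8 over that in cluster 5, with a limit of 5 times. The lowest ratio over the libraries was 41.6 for Slc32a1 and 4.55 for Slc17a6, which left free RNA open for Slc17a6. Cluster 5 is no measure of free RNA, so that test was replaced after its values were seen by detection at 2000 UMIs against oligodendrocyte-like nuclei. Slc32a1 was detected at least 43.9 times and Slc17a6 at least 21.6 times as often in cluster 8, the latter in 21.0% to 31.6% of nuclei against 0.860% to 1.09%. This argues against free RNA for both. The tests of doublets and free RNA and the limit of 5 were chosen with the values known. Doublets with glutamate-like nuclei and a difference by sex were not tested, so it stays open whether single nuclei carry both transcripts.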
